A study of Mus musculus with 4 samples.

How the data were processed

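Single-nucleus accessible chromatin was measured with the 10x Genomics Chromium assay in 4 libraries of sorted GFP-positive mouse nuclei at postnatal day 30. Of these, 2 libraries came from cortex and 2 from hippocampus. The deposited files of each library held a list of nuclear barcodes, a list of peaks (chromosome, start and end in bp, with no score) and a matrix of raw counts of transposition cut sites per peak and barcode. The deposited motif matrix of each library held whole-number counts per barcode for 579 transcription factor motifs, read from the 10x format as the counts in peaks holding the motif, which the files do not state. Per the file headers the count matrices were written by software version 1.2.0, and the aligner, genome build and peak settings were not stated. No normalization had been applied to the deposited counts by the authors. Peaks had been called in each library separately, so a count existed only inside a library's own peaks.

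The build was inferred as GRCm38 and checked by overlap with gene starts. Between 48.6% and 58.1% of the 21938 protein-coding gene starts of GENCODE release M21 lay in a peak, against 2.45% to 6.67% after shifting the starts by 100 kb. No peak ran past the end of its GRCm38 chromosome.

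Peaks of the 4 libraries overlapping by at least 1 bp were merged into 185260 regions. Tests used the 46698 regions holding a peak of every library, called common regions below. The 4 libraries carried 78.8%, 92.5%, 68.5% and 83.6% of their cut sites in common regions, in the order cortex replicate 1, cortex replicate 2, hippocampus replicate 1 and hippocampus replicate 2. Counts were summed over nuclei to a single value per region and library, since nuclei of a library are not independent replicates. Gene values in the main tests were sums over common regions overlapping the gene body or the 2 kb upstream of its start. Cluster names, leading genes, pan-GABA scores and marker ratios used sums over all peaks of the same library in that span instead. A gene without a peak in a library had no count there.

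Cortex and hippocampus were compared with edgeR 4.0.16 (robust quasi-likelihood F test, two-sided, TMM normalization, filterByExpr) in R 4.3.3, with 2 libraries per group and no block. A Benjamini-Hochberg adjusted p of 0.05 was the threshold. DESeq2 1.42.0 was the alternative tool, and limma 3.58.1 was a further alternative for motifs. Named items given with a value per library are TMM-normalised CPM, and their fold changes are edgeR model estimates. A prior count of 2 was used for log2 CPM, from which count ratios between libraries were taken. Lists of marker genes were tested with fry and camera from limma.

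Nuclei were clustered together on common regions with TF-IDF, 40 components of a truncated singular value decomposition, a graph of 20 nearest neighbours and the Leiden method at resolution 1 (leidenalg 0.10.2). Components whose correlation with log depth reached 0.5 were left out. Clusters were named separately in each library from marker lists for interneurons of the medial (MGE-like) and caudal (CGE-like) ganglionic eminence, striatal projection neurons, excitatory neurons, astrocytes, the oligodendrocyte lineage, microglia and endothelium. The score was the mean log2 ratio of a list's gene accessibility in the cluster over the mean of the library's clusters, with a pseudocount of 2 CPM (counts scaled to the total of the nuclei summed). A part of a cluster with under 30 nuclei in a library was not named. A cluster whose mean log2 ratio over 7 pan-GABA genes lay under -1 was counted as low in pan-GABA accessibility, whether or not it received a name. An MGE-like or CGE-like name needed a score above 0.1, a lead of 0.3 over the other and 3 markers higher by 0.2 (log2). A striatal name needed a score above 0.5 and a lead of 0.3 over both. Excitatory, astrocyte, oligodendrocyte-lineage, microglia and endothelial names needed a score above 0.5 as well and were considered only for clusters low in pan-GABA accessibility. In addition, a cluster stayed unnamed if its 10 leading genes (the highest ratios among genes above 20 CPM) held more markers of another list than of its own. The same held if its median depth was under 0.333 of the library's and the 10 held no marker of its own list. These limits applied under all 3 rules. The first rule compared all lists in each cluster, and the second compared the 3 inhibitory lists on equal terms in clusters not low in pan-GABA, both with a lead of 0.1.

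The marker lists, tests, groups and main alternatives were fixed before the data were examined. The scoring rule and its limits, including the pan-GABA limit, were not. Of the naming rules, 3 were tried with cluster names and shares in view, and the values given come from the third. The other rules are reported as alternatives.

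For the interaction of class and brain region, edgeR was fitted to 8 sums (MGE-like and CGE-like nuclei of each library) with library as a block. Class shares were compared with an exact permutation test, two-sided, whose smallest possible p with 2 against 2 libraries is 0.333. Intervals of shares are exact Clopper-Pearson 95% intervals and cover counting error only. The rule for named regions took the 4 largest fold changes in each direction past the threshold, above the median abundance and with groups that did not overlap. Genes and motifs followed the same rule with 5 in each direction. Where none passed, the 2 with the smallest p in each direction were named and said not to pass.

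Alternatives covered the tool, the scaling, the low-count filter, a block on the replicate number, leaving out each library, thinning to the shallowest library, peak coverage, GC content, a barcode minimum of 1000 cut sites, cluster resolution, clustering per library, removal of the 5% of nuclei nearest to simulated doublets, and the naming rule. Whether tests could recover known changes was tested on simulated data, drawn from negative binomial distributions with the means fitted without the tested term and the estimated dispersions of the real counts. In each, 200 features were changed, 100 by 2-fold and 100 by 4-fold. All barcodes were kept in the main comparison. Peaks not shared by all 4 libraries were left out of the region tests, because a missing peak is not a count of 0.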

Results

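The data comprise single-nucleus chromatin accessibility profiles of nuclei sorted from mouse cortex and hippocampus at postnatal day 30. The mice carried Dlx6aCre, a Cre recombinase line for forebrain inhibitory neurons, and Sun1/sfGFP, a fluorescent protein of the nuclear envelope, and GFP-positive nuclei were collected. Each brain region had 2 libraries. Cortex replicate 1 held 2355 nuclei, 127726 peaks and 117290059 cut sites in peaks. Cortex replicate 2 held 4191 nuclei, 61965 peaks and 32005984 cut sites. Hippocampus replicate 1 held 5576 nuclei, 157220 peaks and 72384520 cut sites. Hippocampus replicate 2 held 3184 nuclei, 98419 peaks and 47934269 cut sites. The median nucleus had 47236 cut sites in cortex replicate 1, 7352 in cortex replicate 2, 12685.5 in hippocampus replicate 1 and 14917 in hippocampus replicate 2. Peaks covered 97.6, 33.4, 101 and 62.1 Mb in the same order. The cortex libraries thus differed from each other in depth and peak length by more than the hippocampus libraries did. The labels gave no batch, and the replicate numbers were not shown to pair the libraries.

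The first comparison asked whether libraries of the same brain region shared more of their peaks. The mean share of peaks overlapping by at least 1 bp was 60.7% between the cortex libraries and 78.2% between the hippocampus libraries. Across the 4 pairs from different brain regions it ranged from 67.9% to 73.2%. The mean within a region minus the mean between regions was -1.44 percentage points, smaller than the SD of 2.47 among the 4 pairs between regions (no test, as 2 pairs lie within a region). The Jaccard index in base pairs was 0.286 for the cortex pair, 0.573 for the hippocampus pair and 0.325 to 0.522 between regions. With the same number of peaks taken from each library the difference in the share of peaks became 2.94 points, while that in the Jaccard index stayed negative at -0.00999. The cortex pair, at 75.6%, then lay inside the range between regions of 73.1% to 79.6%.

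The main comparison asked which regions differ in accessibility between cortical and hippocampal interneuron nuclei. In the edgeR test of 46698 common regions (2 against 2 libraries) 0 regions passed the threshold. An unadjusted p under 0.05 was reached by 3803 regions, where 2334.9 are expected by chance, and DESeq2 called 352 (260 higher in hippocampus, 92 higher in cortex). Without cortex replicate 1 edgeR called 3193 regions (2953 higher in hippocampus), and without cortex replicate 2 it called 855 (698 higher in hippocampus). In both of these fits the remaining cortex library is assumed to vary like the hippocampus libraries. The common dispersion was 0.161, and in simulated data of the same size 0 of 100 regions changed 2-fold and 35 of 100 changed 4-fold were recovered. A difference of 2-fold was therefore not detectable in common regions at this dispersion. The same simulated data gave 10 calls in unchanged regions, a larger share of the calls than the threshold of 0.05. Regions at least 50% covered by the peaks of each library had a dispersion of 0.0294 and gave 0 calls by edgeR, with 1841 of 19533 at an unadjusted p under 0.05. In simulated data for these regions 63 of 100 changed 2-fold and 98 of 100 changed 4-fold were recovered. Unchanged regions called there were 15. Pairing cortex replicate 1 with hippocampus replicate 2 and the reverse gave 909 regions (655 higher in hippocampus), while the block on the replicate number gave 0. The labels give no basis for this crossed pairing. Deviations from the mean of each tissue had a correlation of 0.000585 between libraries so paired, and 0.274 in regions at least 50% covered. A block of either kind also leaves fewer degrees of freedom to estimate the spread. In regions at least 50% covered the lean to hippocampus was absent, with 456 of 961 regions higher in hippocampus under this crossed pairing and 168 of 366 with nuclei counted.

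No region passed, so the named regions are the 2 with the smallest p in each direction, all at an adjusted p of 0.409 by edgeR. The region on chromosome 13 from 56579193 to 56583002 (GRCm38), in no protein-coding gene, had 33.4 ± 4.17 normalised CPM in hippocampus and 4.15 ± 0.687 in cortex (SD, n = 2). Its log2 fold change was 3.00 ± 0.28 (SE). Peaks covered 3743 and 2260 bp of it in the hippocampus libraries and 676 and 177 bp in the cortex libraries. The region on chromosome 14 from 71776934 to 71777659, also outside protein-coding genes, had a log2 fold change of 3.01 ± 0.30. On chromosome 3 the region from 105693310 to 105694582, 5.74 kb from the start of Ddx20, had a log2 fold change of -2.13 ± 0.30. On chromosome 10 the region from 95824798 to 95825949, in a coding exon of Gm33543, had a log2 fold change of -2.00 ± 0.28. The group with the higher count also had the longer covered length in each of these 4 regions. With covered length as an offset, a setting added with the data in view, the log2 fold changes were 0.16 for chromosome 13, 1.53 for chromosome 14, -0.80 for chromosome 3 and -0.76 for chromosome 10. None passed by edgeR under that offset (adjusted p 0.0694 to 0.941). All 4 passed in DESeq2 (adjusted p 2.50e-12 to 0.000407), in both fits that left out a cortex library and with crossed pairing. None passed in the fits that left out a hippocampus library.

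Motif counts were compared to ask whether accessible transcription factor motifs differ. In edgeR 0 motifs passed, with 1 at an unadjusted p under 0.05 and 0 called by DESeq2 or limma. Without cortex replicate 1 the number was 116 (28 higher in hippocampus, 88 higher in cortex), and without cortex replicate 2 it was 1. Simulated changes were recovered in 20 of 100 motifs at 2-fold and 93 of 100 at 4-fold. The motifs named by the smallest p, none of them past the threshold, were Hes1_MA1099.1 (log2 fold change 0.70 ± 0.30), NKX6-1_MA0674.1 (0.66 ± 0.39), MYBL1_MA0776.1 (-1.33 ± 0.41) and NFIL3_MA0025.1 (-0.74 ± 0.32). Their adjusted p was 0.996 by edgeR. Without cortex replicate 1 MYBL1_MA0776.1 and NFIL3_MA0025.1 passed (adjusted p 0.0490 and 0.0266).

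Gene accessibility was tested in 14622 protein-coding genes. In edgeR 0 genes passed, 511 had an unadjusted p under 0.05 (731.1 expected by chance), and DESeq2 called 21 (17 higher in hippocampus, 4 higher in cortex). Without cortex replicate 1 edgeR called 365 genes (349 higher in hippocampus) and without cortex replicate 2 it called 85 (41 higher in hippocampus). Using all peaks of each library, edgeR called 1. Simulated changes were recovered in 56 of 100 genes at 2-fold and 88 of 100 at 4-fold, and 17 unchanged genes were called. The named genes did not pass, at an adjusted p of 0.891. Tspan32 (ENSMUSG00000000244, chromosome 7, 143005046 to 143019644) had 62.4 ± 0.367 normalised CPM in hippocampus and 32.6 ± 0.769 in cortex (SD, n = 2). Pgf (ENSMUSG00000004791, chromosome 12, 85166635 to 85177790) had a log2 fold change of 0.97 ± 0.16 (SE). Hr (ENSMUSG00000022096, chromosome 14, 70552212 to 70573548) had a log2 fold change of -1.04 ± 0.16, and P2rx7 (ENSMUSG00000029468, chromosome 5, 122643911 to 122691432) one of -1.14 ± 0.20. All 4 genes passed in DESeq2 and in both fits that left out a cortex library. None passed in the fits that left out a hippocampus library, where the adjusted p by edgeR was 0.999 or higher. With counts within 2 kb of the gene start the log2 fold change was 1.71 for Pgf, -0.99 for Hr and -0.52 for P2rx7, and none of these passed by edgeR.

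The marker lists fixed in advance were tested as sets. Of the MGE-like list 8 of 8 genes were tested, of the CGE-like list 7 of 8 and of the pan-GABA list 7 of 7. The median log2 fold changes were -0.42, 0.20 and 0.18, with hippocampus over cortex positive. With fry the p-values were 0.704, 0.386 and 0.421, from a rotation test in limma. Camera with its preset correlation gave 0.0725, 0.0124 and 0.00759, and with an estimated correlation 0.544, 0.235 and 0.387, so that no list stayed under 0.05 in fry or with the estimated correlation. Over all genes tested 0 list genes passed in edgeR, and adjusted over the list alone 0 passed in each list.

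Clustering of all 15306 nuclei gave 28 clusters, of which 1 had at least 30 nuclei in each of the 4 libraries. MGE-like nuclei made up 69.3% of cortex replicate 1 (95% interval 67.4% to 71.2%), 60.4% of cortex replicate 2 (58.9% to 61.9%), 48.1% of hippocampus replicate 1 (46.8% to 49.4%) and 43.0% of hippocampus replicate 2 (41.3% to 44.8%). The difference of the means was -19.3 percentage points (exact permutation p 0.333, the smallest that 2 against 2 libraries can give). CGE-like nuclei made up 19.1%, 34.7%, 16.1% and 15.9% in the same order. Their difference was -10.9 points with an exact permutation p of 0.333, and -3.08 without cortex replicate 2. It was -5.41 at a cluster resolution of 0.5 and 0.929 at 2, and the groups overlapped at both. They also overlapped with the barcode minimum, on regions at least 50% covered and without simulated doublets. The same held without a minimum score and with the first naming rule. They did not overlap with clustering per library (-1.50), thinned nuclei (-7.29) or the second naming rule (-4.71). The MGE-like difference was -3.02 with barcodes of at least 1000 cut sites, where the groups overlapped. That minimum left out 33 nuclei of cortex replicate 2, 29 of hippocampus replicate 1 and 0 of cortex replicate 1. The MGE-like share of cortex replicate 1 nevertheless became 37.5% and its unnamed share 40.0%, so the move came from clustering and naming again. Nuclei that received no name and were not counted as low in pan-GABA were 8.11% and 1.88% in the cortex libraries and 23.4% and 28.8% in the hippocampus libraries. These shares include parts of clusters with under 30 nuclei, whose pan-GABA accessibility was not scored. Unnamed clusters with a score held 4.46% of cortex replicate 1 and 1.26% of cortex replicate 2. A minimum score entered both class differences, and without it they were -11.5 and -0.872 points. Clusters with Rnase10, Myh1 and Pax4 among their 10 leading genes were named CGE-like in the cortex libraries (173 and 518 nuclei) but stayed unnamed in the hippocampus libraries (310 and 150 nuclei). Hippocampal clusters with Anxa1 as the leading gene (776 and 477 nuclei) stayed unnamed too. No cluster was named striatal projection neuron-like, excitatory neuron-like, astrocyte-like, microglia-like or endothelial-like, but the rule considered the last 4 names only in clusters low in pan-GABA. The second rule named 1086 nuclei of hippocampus replicate 1 and 122 of hippocampus replicate 2 striatal projection neuron-like. The first rule named 173, 518, 1086 and 150 nuclei of the 4 libraries astrocyte-like and 121 of hippocampus replicate 1 excitatory neuron-like. The names of these clusters thus depend on the rule.

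Nuclei in clusters low in pan-GABA accessibility made up 3.44% of cortex replicate 1 (95% interval 2.74% to 4.26%), 2.93% of cortex replicate 2 (2.44% to 3.49%), 12.4% of hippocampus replicate 1 (11.5% to 13.2%) and 12.2% of hippocampus replicate 2 (11.1% to 13.4%). The difference of 9.12 points was larger than the pooled SD of 0.258 within the groups, with an exact permutation p of 0.333. Over the 8 alternatives in clustering, barcodes or the limit itself, the cortex shares ranged from 2.58% to 4.54% and the hippocampus shares from 8.52% to 13.0%. Among these the difference moved most, to 6.77 points, when nuclei were thinned to 2000 cut sites in common regions and those with fewer were left out (242 nuclei of cortex replicate 2, 398 of hippocampus replicate 1 and 35 of hippocampus replicate 2). Of the 398, 245 were low in pan-GABA. The share in hippocampus replicate 1 was 8.52% after thinning, and 8.57% of the same kept nuclei were low in pan-GABA without thinning. These nuclei were shallower than their libraries, with medians of 22091 and 3060 cut sites in the cortex libraries and 3705 and 9365.5 in the hippocampus libraries. The third rule named their clusters oligodendrocyte-lineage-like in cortex replicate 1 (81 nuclei), cortex replicate 2 (123) and hippocampus replicate 2 (358 and 32). In hippocampus replicate 1 a cluster of 74 nuclei received that name. The other, of 615 nuclei, scored highest for the same list (1.67). It stayed unnamed because it was shallow and held no marker among its 10 leading genes.

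**Figure D1:**
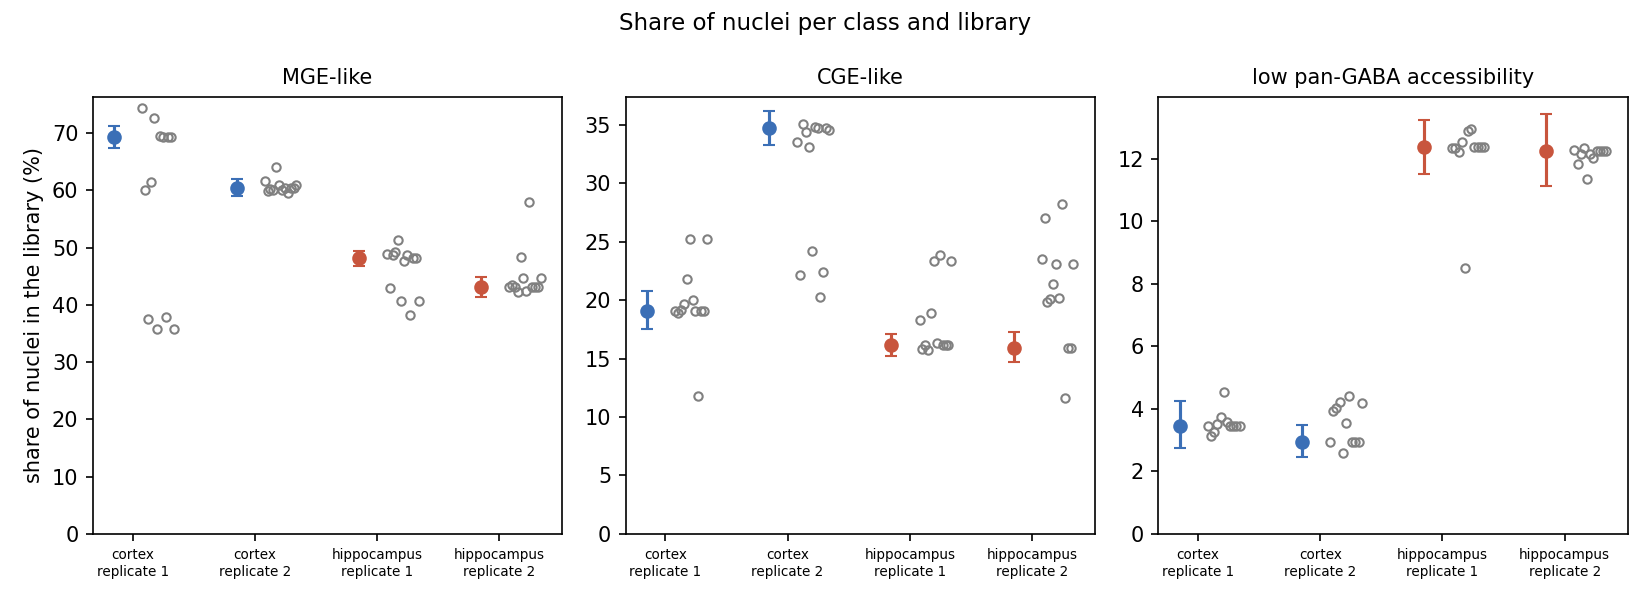
Share of nuclei in percent, by class and library. Filled points are the shares with exact 95% intervals and open points are the same shares under 12 alternatives (11 for low pan-GABA, of which 3 cannot move that share); the hippocampus points of the low pan-GABA panel lie at 8.52% or above and the cortex points at 4.54% or below.

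The region test was repeated within each class, where a difference in the MGE-like and CGE-like shares cannot by itself produce one. The classes were made of different clusters in the 4 libraries, and no MGE-like cluster had a part in each of them. Within MGE-like nuclei edgeR called 0 of 46698 regions, with 3822 at an unadjusted p under 0.05, and DESeq2 called 558 (425 higher in hippocampus). Without cortex replicate 1 edgeR called 2148 (2099 higher in hippocampus) and without cortex replicate 2 it called 184 (170 higher in hippocampus). In regions at least 50% covered it called 251 (203 higher in hippocampus, 48 higher in cortex), a setting added with the data in view. Within CGE-like nuclei edgeR called 0 of 46558 regions, with 3509 at an unadjusted p under 0.05, and DESeq2 called 251 (95 higher in hippocampus, 156 higher in cortex). Without cortex replicate 1 the number was 2661 (2319 higher in hippocampus) and without cortex replicate 2 it was 1228 (702 higher in hippocampus). In regions at least 50% covered it was 74 (8 higher in hippocampus, 66 higher in cortex), so the direction depended on the setting. Simulated 4-fold changes were recovered in 36 of 100 regions for MGE-like and 33 of 100 for CGE-like nuclei. At 2-fold 1 and 4 of 100 were recovered. In the same simulated data 24 and 15 unchanged regions were called, a larger share of the calls than the threshold of 0.05. In MGE-like nuclei the regions with the smallest p, none past the threshold (adjusted p 0.382 by edgeR), lay on chromosome 2 from 77316869 to 77317662 (log2 fold change 3.19 ± 0.27) and on chromosome 8 from 30648165 to 30649056 (3.96 ± 0.38). In the other direction they were the regions on chromosomes 3 and 10 named for all nuclei, with -2.56 ± 0.29 and -2.13 ± 0.27. In CGE-like nuclei (adjusted p 0.420) they lay on chromosome 17 from 47304342 to 47306758 (4.14 ± 0.44) and in an intron of Lrrc20 on chromosome 10 from 61534176 to 61535465 (2.12 ± 0.27). Those higher in cortex lay in a coding exon of Myh1 on chromosome 11 from 67204615 to 67205264 (-3.91 ± 0.43) and in an intron of Itga9 on chromosome 9 from 118692961 to 118693845 (-2.61 ± 0.31). Myh1 was also among the 10 leading genes of the 173 and 518 cortical nuclei described above, whose hippocampal counterparts with Myh1 and Rnase10 did not enter the CGE-like sums. All 8 regions named within classes passed in DESeq2 and without cortex replicate 1, and all but those on chromosomes 3 and 10 in MGE-like nuclei passed without cortex replicate 2. In the 4 MGE-like regions, the chromosome 17 region and the Lrrc20 region, peaks covered more base pairs in the group with the higher count.

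The interaction test asked whether the difference between hippocampus and cortex itself differs between the classes. In edgeR 1414 of 46698 regions passed, 1166 with a higher MGE-like minus CGE-like difference in hippocampus and 248 with a higher one in cortex. Of these, 117 passed in the same direction with classes from each library's own clustering, where 118 regions passed in all. Without the limits on leading genes, which left 437 nuclei of cortex replicate 2 unnamed in that clustering, 577 passed, and 479 of the 1414 passed in the same direction. The number was 405 without cortex replicate 1, 2204 without cortex replicate 2 and 300 without hippocampus replicate 1. It was 0 without the library block, with 1528 at an unadjusted p under 0.05. The first and second naming rules gave 1167 and 450 regions. Simulated changes were recovered in 33 of 100 regions at 2-fold and 89 of 100 at 4-fold, and 16 unchanged regions were called. The count therefore depends on class names set with the data in view.

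The 4 named regions with the highest interaction lay on chromosome 1 from 184122503 to 184123343 (log2 3.43 ± 0.33), chromosome 2 from 22101566 to 22102654 (3.18 ± 0.32), chromosome 7 from 63789612 to 63790498 (3.00 ± 0.29) and chromosome 8 from 30648165 to 30649056 (2.98 ± 0.25). Adjusted p over the 8 named regions ran from 9.14e-05 to 0.00901 by edgeR, and none of the 8 passed without the library block. The first 4 lay outside protein-coding genes and had lower MGE-like than CGE-like counts in each library. At the chromosome 8 region MGE-like normalised CPM were 1.57 and 0.980 in the cortex libraries and 23.4 and 19.0 in the hippocampus libraries. The CGE-like counts there were 25.1 and 16.9 in cortex and 45.9 and 41.0 in hippocampus. The chromosome 2 region fell to a log2 value of 0.86, and did not pass, with the Rnase10 clusters left out of the CGE-like sums, and to 0.54 with the first naming rule. With the second naming rule it was 2.33 and did not pass. In the other direction the regions lay in a coding exon of Col25a1 on chromosome 3 from 130385748 to 130387363 (-2.10 ± 0.38), on chromosome 2 from 74152958 to 74154252 (-2.07 ± 0.27), in an intron of Stk32b on chromosome 5 from 37670718 to 37672654 (-1.91 ± 0.28) and on chromosome 16 from 22687440 to 22689026 (-1.87 ± 0.27). The Col25a1 region did not pass without cortex replicate 1 (-1.62) or without hippocampus replicate 1 (-1.79). With classes from own clustering it was -1.33 and the chromosome 2 region from 74152958 was -1.32, and neither passed. The Stk32b region did not pass without hippocampus replicate 1 (-1.70).

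**Figure D2:**
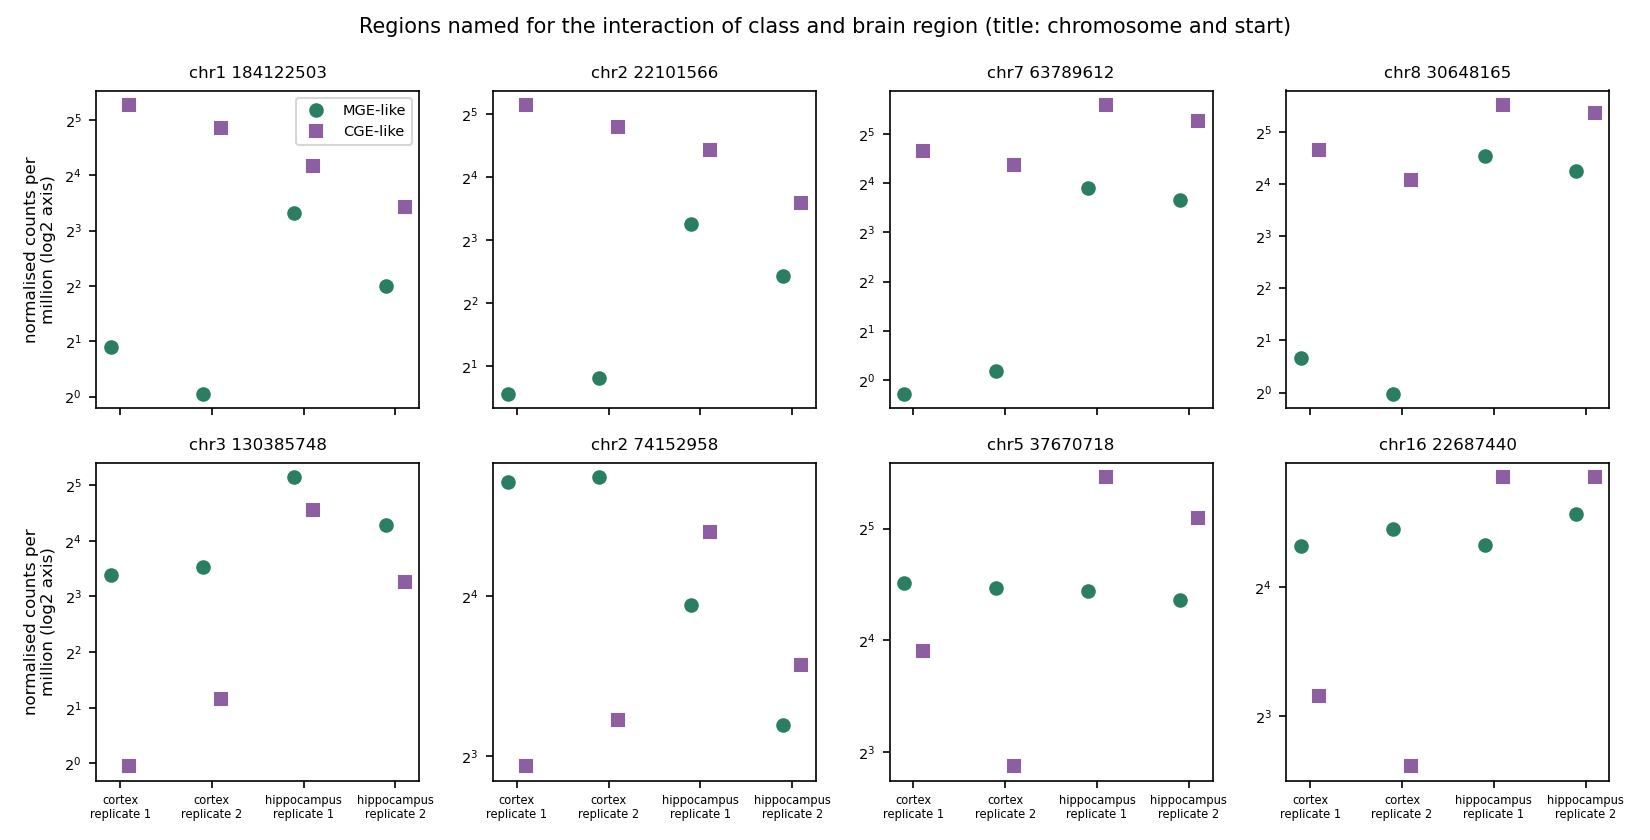
Normalised CPM (log2 axis) of MGE-like and CGE-like nuclei in each library at the 8 named interaction regions. At chromosome 8 from 30648165 the MGE-like points rise from 1.57 and 0.980 in cortex to 23.4 and 19.0 in hippocampus.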

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

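The tests in this part, other than the splits of the libraries, were chosen only after the result was seen; what each would show was stated before its outcome, except for peak coverage, the earlier naming rules and the limits on leading genes.

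The difference between hippocampus and cortex differed between MGE-like and CGE-like nuclei in 1414 regions by edgeR, which singles this result out as a difference between groups that was itself tested. The 4 libraries can be split into pairs in 3 ways, and 1 of them, the real one, gave as many regions. The highest of the other splits gave 0. In those splits each group mixes cortex and hippocampus, so a difference between the tissues enters the spread. By edgeR 365 and 1347 regions there had an unadjusted p under 0.05, where 2334.9 are expected by chance. A count of 0 was therefore likely in them and says little. Chance cannot be excluded, since a share of splits under 0.05 cannot be reached with 4 libraries.

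Leaving out simulated doublets raised the number to 3144. The clusters were named again without these nuclei, and the mean CGE-like share in hippocampus moved from 16.0% to 18.3%. The rise therefore mixes new names with the removal and does not by itself exclude doublets. The tables argue against peak boundaries as the whole cause. Among regions at least 50% covered in each library 2.69% passed, against 3.03% of all common regions, although the number tested was smaller. The named interaction regions were not among these. At the chromosome 8 region, for example, peaks of cortex replicate 2 covered 256 of 892 bp. Peak boundaries therefore stay open for the named regions. Clusters with Rnase10 among their leading genes, which were CGE-like in cortex and unnamed in hippocampus, held 38.4% and 35.6% of the CGE-like nuclei of the cortex libraries. Without them 55.7% of the 1414 regions passed in the same direction, while the number of regions in all rose to 1695. That share lies close to the 50% set as the limit beforehand, so these clusters could account for part of the 1414 regions, but not for all of them.

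Which nuclei each class takes in is a candidate explanation. With classes from each library's own clustering 8.27% of the 1414 regions passed in the same direction, though 99.8% kept their sign. Without the limits on leading genes, which left 437 nuclei of cortex replicate 2 with a CGE-like score of 0.517 unnamed in that clustering, 33.9% passed in the same direction. With the first and second naming rules 42.6% and 31.2% passed in the same direction. With the class names unchanged, thinning to the shallowest sum left 48.9% passing in the same direction. A low share can therefore arise without other names, and these shares alone do not single out class membership. With the limits kept, nuclei named in both clusterings mostly kept their class, from 96.3% in cortex replicate 1 to 99.5% in hippocampus replicate 1, so the sums differ mainly in nuclei that only 1 clustering named. Of the 8 sums 5 grew and 3 fell in cut sites, and whether power changed was not tested. A biological difference between cortical and hippocampal interneurons of a class stays open and was not tested.

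Depth stays open as well. Thinning to the shallowest of the 8 sums lowered the number from 1414 to 758, a fall by more than the factor of 1.5 that had been set beforehand as evidence for depth. Thinning also removes counts from every sum and with them power, so the fall could follow from either and the test does not separate them. Different subtypes inside a class are another open explanation. A test set beforehand on clusters present in all 4 libraries could not be run, because the number of MGE-like clusters with a part in all 4 was 0.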

How the results depend on the processing

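Settings chosen only after the result was seen were the tests in regions at least 50% covered (within classes, for the interaction, and with nuclei counts, the replicate block or crossed pairing), the covered-length offset, crossed pairing, thinned interaction sums, within-class tests under other class names, and all interaction settings on class names, score, leading genes, doublets and the Rnase10 clusters. For shares they were thinned nuclei, clustering on regions at least 50% covered, the first and second naming rules, no minimum score, no limit on leading genes and the pan-GABA limit of -0.9.

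Leaving out the low-count filter removed or added no region or gene except within CGE-like nuclei, so elsewhere it tested nothing. For regions in all nuclei, 0 passed in 14 of 20 alternatives, that one included. DESeq2 gave 352, and leaving out a library gave 0 to 3193. Crossed pairing gave 909, or 961 in regions at least 50% covered, and counting nuclei in such regions gave 366. Motifs gave 0 to 116 without a library and 0 in the other alternatives. Genes gave 21 with DESeq2, 1 with all peaks of each library and 0 to 365 without a library. Within MGE-like nuclei the numbers were 558 with DESeq2, 251 in regions at least 50% covered and 0 to 2148 without a library. Within CGE-like nuclei they were 251, 74 and 0 to 2661. The cause was not tested, except that leaving out a cortex library also removes the spread between the cortex libraries from the fit.

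The interaction gave 1414 regions. It gave 0 without the library block, which leaves the difference between libraries in the spread, and 300 to 2204 without a library. Regions at least 50% covered gave 525, with fewer regions tested. Thinned sums gave 758, own clustering 118 (577 without the limits on leading genes), the second naming rule 450, doublets left out 3144 and no minimum score 2229, and the cause was not tested further than described for the 1414 regions. The other 5 alternatives, among them leaving out hippocampus replicate 2 and leaving out the filter, ranged from 1167 to 1695.

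The MGE-like share difference of -19.3 points was -3.02 with barcodes of at least 1000 cut sites (33 and 29 nuclei fewer in 2 libraries, then clustered and named again), -5.70 with own clustering (with or without the limits on leading genes), -11.5 without a minimum score and -8.10 with the first naming rule. It was -23.8 to -14.9 without a library. The CGE-like difference of -10.9 points reversed to 0.929 at resolution 2 and was -1.50 with own clustering (-6.71 without the limits on leading genes), -0.872 without a minimum score and -2.17 with the first naming rule, or -18.7 to -3.08 without a library. The low pan-GABA difference of 9.12 points stayed positive in the 12 alternatives that can move it, as cluster names do not enter it. It was 8.56 at resolution 2, 8.55 with barcodes of at least 1000 cut sites, 8.57 with clustering on regions at least 50% covered, 6.77 with thinned nuclei and shallower ones left out, 8.47 with own clustering, 8.51 without doublets and 8.48 with the limit of -0.9. The range without a library was 8.86 to 9.37. Beyond the limits on leading genes and the nuclei left out by thinning, the cause was not tested.

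The peak overlap difference of -1.44 points was -5.49 with a reciprocal overlap of 50% and reversed to 2.94 with equal numbers of peaks. It was -0.109 with only peaks that had a count in at least 2% of nuclei. The cause was not tested. Among named items none reversed, but the chromosome 13 region fell from a log2 value of 3.00 to 0.16 with the covered-length offset. The 8 interaction regions kept their call in 102 settings and lost it in 18. The region test recovered 0 of 100 simulated 2-fold changes at its dispersion of 0.161, against 56 of 100 for genes with the same libraries. The 200 changed features made up a larger share of the 14622 genes than of the 46698 regions. Thinning to the shallowest library left 3804 regions at an unadjusted p under 0.05, against 3803, but it keeps the peaks called at full depth.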

Other observations

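The tests of peak boundaries, the covered-length offset, thinned nuclei, non-neuronal nuclei and the limit of -0.9 were chosen only after the result was seen, as was the use for these patterns of the GC offset, thinned library sums and doublet removal, which had been fixed beforehand as settings of the region test and the class shares.

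The spread of region counts between libraries of the same brain region was large. The SD of the log2 count ratio across common regions was 1.19 between the cortex libraries and 0.72 between the hippocampus libraries. GC content does not account for most of the dispersion, which was 0.161 and became 0.152 with a GC offset. The log2 count ratio had a correlation with GC content of -0.387 between the hippocampus libraries and -0.0974 between the cortex libraries. GC content may therefore go with part of the spread in hippocampus. Depth stays open. Thinning to the shallowest library left 0.158, but it keeps the peaks called at each library's own depth and does not test depth acting through peak calling. Peak boundaries that differ between libraries are a candidate explanation. Across regions, which are not independent replicates, the log2 count ratio of the cortex libraries followed the log2 ratio of covered lengths with a correlation of 0.941. In regions at least 50% covered the SD was 0.34 in cortex and 0.38 in hippocampus. With covered length as an offset the dispersion was 0.0232. Covered length is itself called from the counts, so the relation does not say which sets the other. No biological explanation was tested.

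The share of nuclei in clusters low in pan-GABA accessibility was higher in both hippocampus libraries. Depth per nucleus does not explain the whole difference. With nuclei thinned to 2000 cut sites, and 242, 398 and 35 shallower ones left out of cortex replicate 2, hippocampus replicate 1 and hippocampus replicate 2, the lowest hippocampus share was 8.52% and the highest cortex share 3.74%. The 8.52% is from hippocampus replicate 1, where 8.57% of the same kept nuclei were low in pan-GABA before thinning. Simulated doublets do not explain it, since without them the lowest hippocampus share was 12.03%. Nuclei of non-neuronal cells in the sort may contribute. The median ratio of accessibility, these nuclei over the others of their library, across a list of 10 oligodendrocyte-lineage genes was 3.49, 1.56, 7.42 and 11.1 in cortex replicate 1, cortex replicate 2, hippocampus replicate 1 and hippocampus replicate 2. These medians rest on the 9, 4, 10 and 10 genes with a count in the other nuclei. Mbp had 753, 302, 741 and 566 CPM in these nuclei and 216, 172, 146 and 148 in the others. Whether the higher share reflects dissection, sorting or a difference between the tissues stays open. The limit of the pan-GABA score was set with the data in view, and a cluster of 53 nuclei in cortex replicate 2 missed it narrowly. A limit of -0.9 made that share 4.20%.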
